A study of Streptomyces coelicolor with 3 samples. Its data were reported in "Stable inheritance of the Streptomyces linear plasmid SCP1 by dual ParABS partition systems" (2026).

How the data were processed

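Genomic DNA of spores of wild type Streptomyces coelicolor A3(2) was sequenced in 3 libraries, which form 1 group of replicates. The spores came from plates of mannitol soya flour (SFM) agar incubated for 5 days. This strain carries the linear plasmid SCP1 and the circular plasmid SCP2 beside its linear chromosome.

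The authors aligned the reads with Bowtie 2 on the Galaxy platform to a reference in which the chromosome, SCP1 and SCP2 were joined end to end, and deposited the read coverage of every position, computed with genomecov of BEDtools. The chromosome of that reference is that of strain M145, in which the left 1.06 Mb lacks a duplication that A3(2) carries. The deposited coverage is a signal in reads per position that was not scaled for depth, so libraries were compared only through ratios formed within each library. A further deposited table per library gives the mean coverage of the chromosome, SCP1 and SCP2. Versions of the aligner, a filter on mapping quality, the treatment of duplicate reads and the treatment of reads with several matching positions were not given in the sources used here. The last of these matters for the inverted repeats at the ends of SCP1 and for sequence that occurs in several copies.

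The joined reference had 9054847 positions. Its inner borders were found from the values, as the positions at which the coverage averaged to the deposited means of SCP1 and SCP2 in all 3 libraries within 6e-05 reads per position. The chromosome took positions 1 to 8667507, SCP1 took 8667508 to 9023531 and SCP2 took 9023532 to 9054847. Positions on the chromosome are those of the authors' reference, and positions on the plasmids are counted from 1 at the start of each. The deposited mean of the chromosome was matched by averaging from position 1000000, whereas the methods name a start at 1.06 Mb. The start at 1.06 Mb was used here, and ratios from the deposited means were kept as an alternative.

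Copies per chromosome were computed in each library as the mean coverage of a plasmid over the mean coverage of the chromosome from 1.06 Mb to its right end. Coverage ratios were formed in the same way between SCP2 and SCP1, between the left 1.06 Mb and the rest of the chromosome, between the stretch within 1 Mb of the chromosome's middle and its last 1 Mb, and between the outer 75 kb at both ends of SCP1 and the core between them. Each ratio is given as the mean ± SD over the 3 libraries. A two-sided exact sign-flip permutation test compared the log2 ratios with 0, over all 8 patterns of signs. With 3 libraries the smallest p this test can give is 0.25, so it cannot reach a threshold of 0.05. The unevenness of coverage within a library was expressed as a 95% percentile interval from 10000 bootstrap resamples of 10 kb blocks, or of 1 kb blocks on SCP2, with a fixed seed. These intervals treat blocks as independent and do not include the spread between cultures.

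Profiles used windows of 1 kb unless another size is stated, divided by the median coverage named beside each value. On the chromosome, the named windows and runs were divided by the median of the whole chromosome, as the rule below sets, and the other profiles by the chromosomal median past 1.06 Mb, which leaves out the duplicated left end and is lower. Windows were named by a rule fixed before the data were examined. It took, on each replicon, the window with the highest and the window with the lowest mean over libraries of coverage relative to the median of that replicon, provided that all libraries lay on the same side of 1. It also took the 5 longest runs per replicon of at least 5 neighbouring windows above 1.5 or below 0.5 in all libraries. The border of the duplicated left end was placed at the split of the windows from 900 to 1200 kb into a pair of means with the least squared error. The distance over which coverage fell at an end was taken where the averaged profile of both ends, counted inwards, first reached 0.5 of the median.

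The mean coverage over all positions was 361 in replicate 1, 125 in replicate 2 and 132 in replicate 3. The functions were tested on 20 simulated libraries with known copy numbers, in which the mean estimates of 8 quantities lay within 1.65% of the values put in. In the simulations SCP1 was estimated from its core, whereas the main ratios use the whole of SCP1. The simulations therefore do not test how low ends of SCP1 affect those ratios. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.

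The alternatives fixed before the data were examined were medians in place of means, leaving out windows below 0.5 or above 1.5 times the median, other parts of the chromosome as the denominator, SCP1 without its 75 kb ends, a slope of log2 coverage in 10 kb windows on the distance from the middle of the chromosome, the deposited means, and leaving out each replicate in turn. Leaving out the outer 25 kb at the ends of linear replicons and dividing named windows by the mean of the replicon were added after the data had been seen. A correction for GC content was planned and not run, because no genome sequence was used here. The partition genes of SCP1 were to be given by name, and were not, because no annotation of SCP1 was used here. A gene table of another strain, M1152, was not used, since its coordinates belong to another assembly.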

Results

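Read coverage of the chromosome and both plasmids was measured in spore DNA of wild type S. coelicolor A3(2) in 3 replicates. The total coverage was 3.27 Gb in replicate 1, 1.13 Gb in replicate 2 and 1.19 Gb in replicate 3. The mean coverage of the chromosome past its duplicated left end was 310 reads per position in replicate 1, 107 in replicate 2 and 113 in replicate 3. SCP1 had a mean coverage of 645, 222 and 247 in the same order, and SCP2 had 834, 271 and 288. Positions without any read made up 0.000404%, 0.0682% and 0.0876% of the chromosome in replicates 1, 2 and 3. Coverage was not equally even in the libraries. The coefficient of variation over 7606 windows of 1 kb past the left end was 17.8% in replicate 1, 24.7% in replicate 2 and 30.1% in replicate 3. Pearson's r of these windows was 0.923 between replicates 1 and 2, 0.894 between replicates 1 and 3, and 0.923 between replicates 2 and 3. These correlations are across windows, which are not independent replicates. Replicates 2 and 3, which were closest in depth, had the same coverage at 1.65% of positions, and all 3 were treated as separate libraries.

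The first comparison asked how many copies of SCP1 a spore carries per chromosome. SCP1 was present at 2.12 ± 0.0608 copies per chromosome (SD, n = 3). The ratio was 2.08 in replicate 1, with a 95% bootstrap interval over blocks of 1.98 to 2.21. It was 2.08 in replicate 2, with an interval of 1.96 to 2.22, and 2.19 in replicate 3, with an interval of 2.07 to 2.34. The mean log2 ratio was 1.08, and SCP1 had more coverage than the chromosome in 3 of 3 libraries (two-sided exact sign-flip p = 0.25, the smallest that 3 libraries allow). The alternative that moved this value most was the whole chromosome as the denominator, duplicated left end included, which gave 1.88 copies.

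The same question was asked of SCP2. SCP2 was present at 2.59 ± 0.0868 copies per chromosome (SD, n = 3). The ratio was 2.69 in replicate 1, with an interval of 2.50 to 2.87. Replicate 2 gave 2.53, with an interval of 2.30 to 2.74, and replicate 3 gave 2.55, with an interval of 2.27 to 2.80. The mean log2 ratio was 1.37, and the ratio was above 1 in 3 of 3 libraries (two-sided exact sign-flip p = 0.25).

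**Figure D1:**
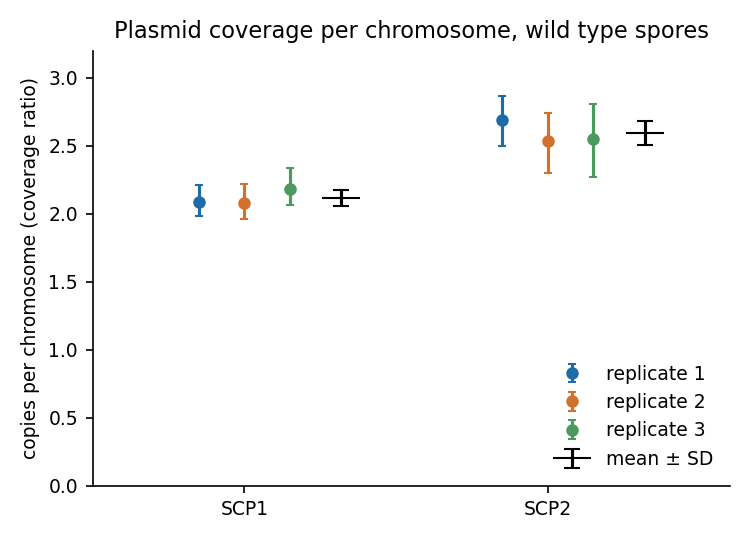
Copies per chromosome of SCP1 and SCP2, as the ratio of mean plasmid coverage to mean chromosomal coverage, in 3 replicates of wild type spores. Points are libraries with 95% bootstrap intervals over blocks and black bars are the mean ± SD, at 2.12 for SCP1 and 2.59 for SCP2.

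Setting the plasmids against each other removes the chromosome from the comparison. The coverage of SCP2 was 1.23 ± 0.0625 times that of SCP1 (SD, n = 3), and it was higher in 3 of 3 libraries. The ratio was highest in replicate 1, at 1.29, and lowest in replicate 3, at 1.17. The bootstrap interval stayed above 1 in each library, with lower bounds of 1.17, 1.08 and 1.02. The exact sign-flip test gave p = 0.25 (two-sided), so the order of the plasmids rests on the agreement of the libraries and not on a test that could pass a threshold. Without the 75 kb ends of SCP1 the ratio fell to 1.15, and to 1.09 in the lowest library. No bootstrap interval was computed for that setting, so the lower bounds above hold only with the ends included.

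The left end of the chromosome served as an internal standard, since A3(2) carries it in duplicate relative to the reference. The coverage of the left 1.06 Mb was 2.00 ± 0.00388 times that of the rest of the chromosome (SD, n = 3; two-sided exact sign-flip p = 0.25). The ratio was above 1 in 3 of 3 libraries, with block intervals of 1.95 to 2.04, 1.94 to 2.06 and 1.92 to 2.06 in replicates 1, 2 and 3. The split of the profile with the least squared error lay at 1061 kb in all 3 libraries. Mean coverage from 900 kb to this split was 1.97, 1.93 and 1.88 times the chromosomal median past 1.06 Mb in replicates 1, 2 and 3, and from the split to 1200 kb it was 0.944, 0.922 and 0.848 times. Of the 749 chromosomal windows above 1.5 times the median of the whole chromosome in all libraries, 745 lay in the left end. The longest run of such windows spanned 129 to 174 kb, at 2.02 ± 0.0443 times the whole-chromosome median (SD, n = 3). The runs that followed in length were 260 to 291 kb at 2.09 ± 0.0107, 52 to 77 kb at 2.13 ± 0.0512, 213 to 238 kb at 2.15 ± 0.0485 and 25 to 49 kb at 2.10 ± 0.0423 times the whole-chromosome median.

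**Figure D2:**
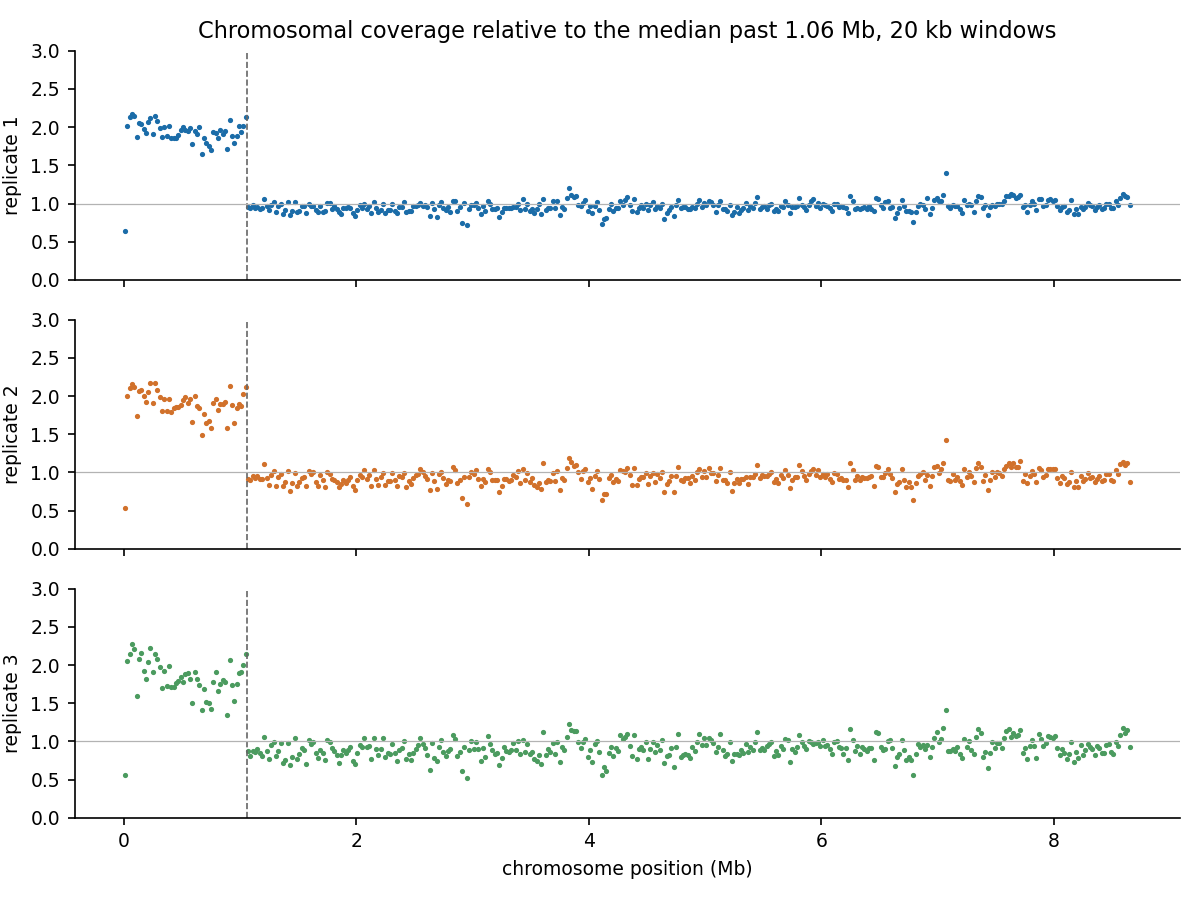
Coverage in 20 kb windows along the chromosome (Mb), relative to the median past 1.06 Mb, with a panel for each replicate. The dashed line marks 1.06 Mb, to the left of which coverage averaged 2.00 times that of the rest.

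Whether chromosomes in the spores were being replicated was examined by comparing the middle of the chromosome, where replication starts, with the right end of the reference. The paper describes the duplicated left end as terminal inverted repeats. A copy may therefore lie beyond the right end of the reference, whose last 1 Mb need not be outermost in A3(2). The stretch within 1 Mb of the middle had 0.973 ± 0.00522 times the coverage of the last 1 Mb (SD, n = 3), and the ratio was above 1 in 0 of 3 libraries (two-sided exact sign-flip p = 0.25). The difference exceeded the spread between replicates, but the block intervals of 0.955 to 1.00 in replicate 1, 0.946 to 1.01 in replicate 2 and 0.931 to 1.01 in replicate 3 all reached past 1. A higher coverage of the middle than of the last 1 Mb of the reference was therefore not detectable.

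Coverage along SCP1 was compared between its terminal inverted repeats and its core. The outer 75 kb at both ends had 0.848 ± 0.0105 times the coverage of the core (SD, n = 3). The ratio was below 1 in all 3 libraries (two-sided exact sign-flip p = 0.25), with block intervals of 0.740 to 0.986, 0.718 to 0.983 and 0.714 to 0.967 in replicates 1, 2 and 3. The shortfall lay in the outermost part. Relative to the core median, coverage was 0.0328 ± 0.0124 in the outermost 1 kb, 0.199 ± 0.0191 over the outer 10 kb, 0.701 ± 0.0288 from 10 to 20 kb and 0.978 ± 0.0215 from 30 to 70 kb (SD, n = 3). Leaving out the outer 25 kb, an alternative added after the data had been seen, gave a ratio of ends to core of 1.01 ± 0.0101 (SD, n = 3), which lay within 1 SD of 1. The runs of windows below 0.5 times the SCP1 median in all libraries were the first 10 kb, at 0.20 ± 0.022, and 346 to 356 kb, at 0.21 ± 0.017 (SD, n = 3). Reads of the inverted repeats may have been placed in either copy, so these runs are not separate evidence. The block intervals treat blocks of both ends as independent and may be too narrow. No window of SCP1 or SCP2 lay above 1.5 times the median of its plasmid in all libraries.

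**Figure D3:**
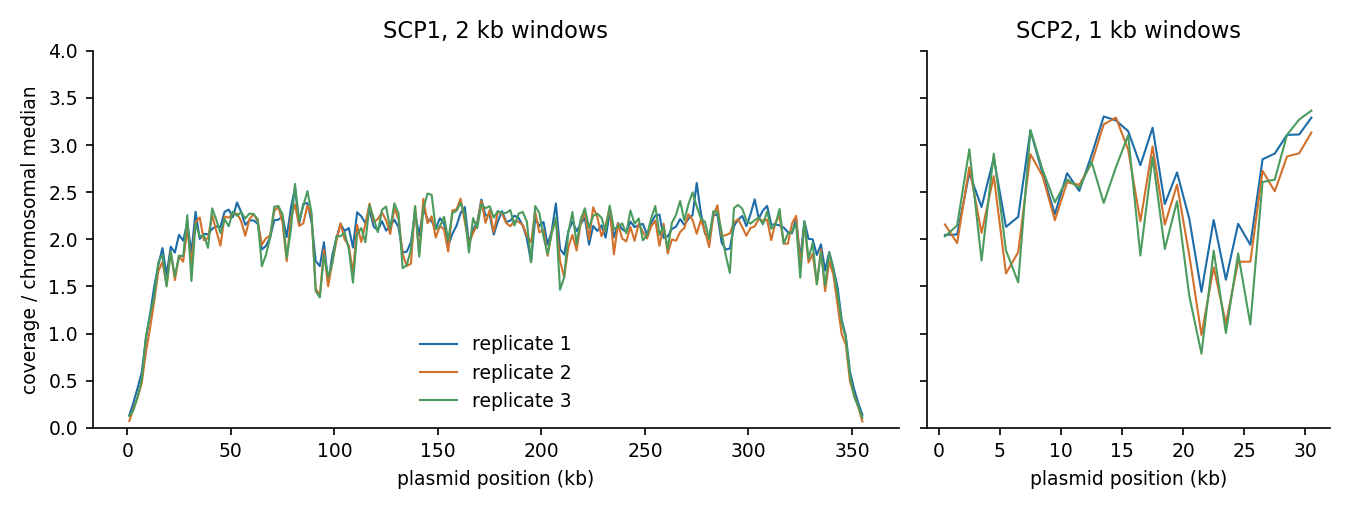
Coverage along SCP1 (kb, 2 kb windows) and SCP2 (kb, 1 kb windows) relative to the chromosomal median past 1.06 Mb, with a line for each replicate. SCP1 was level over its core and dropped at both ends, to 0.199 of its core median over the outer 10 kb.

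**Figure D4:**
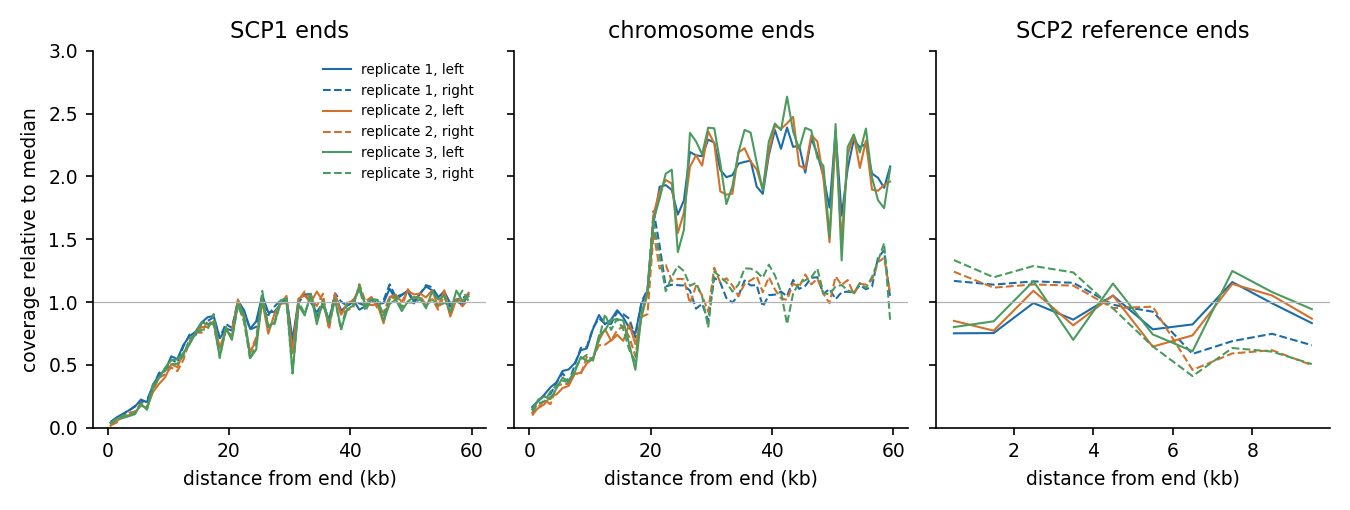
Coverage relative to the median (core of SCP1, chromosome past 1.06 Mb, whole of SCP2) by distance (kb) from the ends of SCP1, of the chromosome and of the SCP2 reference sequence, in 1 kb windows, with solid lines for left ends, dashed lines for right ends and a colour for each replicate. Both linear replicons fell towards their ends. Coverage was 0.199 of the core median over the outer 10 kb of SCP1. It was 0.349 of the chromosomal median over the outer 10 kb of the chromosome. The SCP2 reference was at 0.901 of its median over its outer 10 kb. Its outermost 1 kb was at 1.03, a mean of a lower left and a higher right side.

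The extreme windows of each replicon were as follows. On the chromosome, the highest window was 7061 to 7062 kb, at 3.92 ± 0.262 times the whole-chromosome median, and the lowest was 4657 to 4658 kb, at 0.0977 ± 0.0697 times (SD, n = 3). The value of the lowest window was 0.178 in replicate 1, 0.0546 in replicate 2 and 0.0604 in replicate 3, and the mean without replicate 1 was 0.0575. On SCP1 the highest window, 81 to 82 kb, was at 1.29 ± 0.0259 times the plasmid's median and the lowest, 355 to 356 kb, at 0.0322 ± 0.0142 times (SD, n = 3). On SCP2 the highest window, 30 to 31 kb, was at 1.26 ± 0.0626 times the plasmid's median and the lowest, 21 to 22 kb, at 0.410 ± 0.111 times (SD, n = 3).

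**Figure D5:**
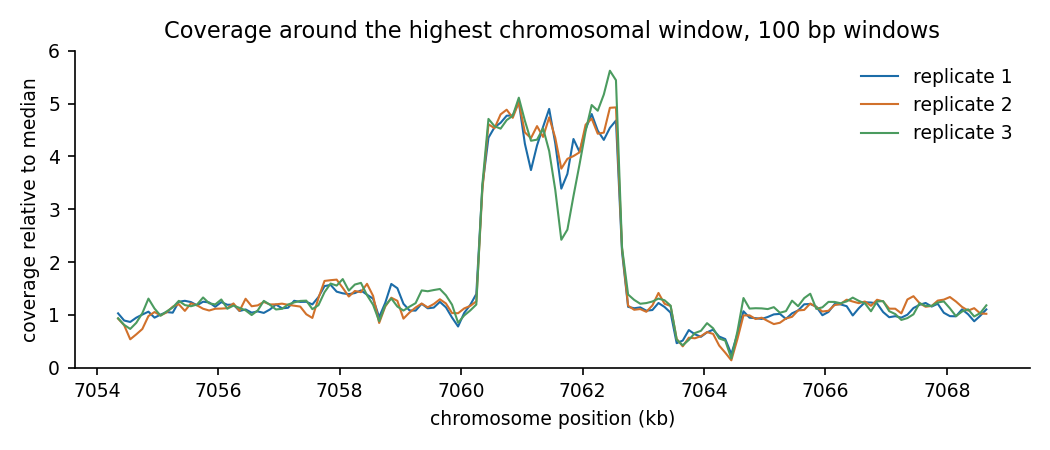
Coverage in 100 bp windows relative to the chromosomal median past 1.06 Mb around the highest chromosomal window (position in kb), with a line for each replicate. The stretch from 7060301 to 7062700, without 300 bp at each border, lay at 4.35 ± 0.120 times that median (SD, n = 3). Its borders were drawn after the data had been seen.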

Values the study reported

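The study put SCP1 at about 2 copies per chromosome by whole-genome sequencing, and SCP2 at about 2 to 3 copies. It described SCP1 as a linear plasmid of 356 kb with inverted repeats of 75 kb at its ends. An older estimate from band intensities on gels, which the study cited, was about 7 copies of SCP1 per chromosome.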

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

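Results are counted here as moved when an alternative changed them by at least 1 SD between replicates. The alternatives that leave out an outer 25 kb were chosen after the data had been seen. Of 31 alternatives over the 6 coverage ratios, leave-one-out aside, 17 changed the ratio by less than 1 SD, 13 moved it with its direction kept and 1 took it to the other side of 1. The exact test cannot pass a threshold in this design, so it says nothing about stability.

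With the whole chromosome as the denominator, SCP1 was at 1.88 and SCP2 at 2.31 copies, because the duplicated left end raised the denominator. Without the 75 kb ends of SCP1, its copy number was 2.26 and the ratio of SCP2 to SCP1 was 1.15. Without only its outer 25 kb, these were 2.26 and 1.15. The low coverage of the ends accounts for this by construction.

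Leaving out the outer 25 kb removed the difference between SCP1 ends and core: the ratio was 1.01 ± 0.0101 (SD, n = 3), from 0.995 to 1.02 over libraries, so its mean lay within 1 SD of 1. The same setting moved the left chromosome end to 2.03 and the middle over the right end to 0.967. Medians gave 2.01 for the left end, 0.979 for the middle over the right end and 0.928 for SCP1 ends over core. Leaving out windows beyond 0.5 or 1.5 times the median gave 0.981 for the middle over the right end and 0.947 for SCP1 ends over core. For the ends of SCP1, medians and window limits discount the outermost low windows, and for the other ratios the cause was not tested.

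Leaving out each replicate in turn gave 2.08 to 2.13 copies of SCP1, 2.54 to 2.62 copies of SCP2, a ratio of SCP2 to SCP1 of 1.19 to 1.26, 2.00 to 2.00 for the left end, 0.971 to 0.976 for the middle over the right end and 0.843 to 0.853 for SCP1 ends over core. Among named windows and runs, 3 of 13 moved when divided by the mean of the replicon and none reversed. The lowest chromosomal window ranged from 0.0575 to 0.119 as each replicate was left out. The planned GC correction was not run, so an effect of base composition on these ratios was not tested and stays open.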

Other observations

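The tests of explanations in this part were chosen after the patterns they address had been seen, while the copy numbers from the deposited means were planned before. Chromosomal medians in this part are those past 1.06 Mb. No biological explanation was tested against a comparison group, since the libraries form 1 group.

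Coverage fell towards both ends of SCP1 and reached 0.5 of the core median 10.6 ± 1.06 kb from the end (SD, n = 3). Placement of reads at the edge of a reference sequence would act over the length of a library fragment, which was not given in the sources used here. It would not account for the fall if fragments were much shorter than that distance. Had reads shared between the inverted repeats been left out, the whole of each repeat would be low. Coverage from 30 to 70 kb was 0.978 ± 0.0215 of the core median, which argues against such removal. Had these reads been placed in either copy, a level near 1 would be seen anyway, so the value does not test that case. A fall at only the left or the right end would then appear at both, so the ends of SCP1 are not separate evidence. The repeats were visible in the profiles: Pearson's r between the mirrored ends from 25 to 75 kb, across windows of 100 bp, was 0.904, 0.811 and 0.872 in replicates 1, 2 and 3, against 0.133, 0.119 and 0.0704 from 80 to 130 kb. Coverage also fell at the ends of the reference chromosome, whose inner levels differ. The right end of the reference need not be the outermost sequence in A3(2). From 25 to 60 kb the left end, which is duplicated, was at 2.12 ± 0.0288 and the right end at 1.13 ± 0.0242 times the chromosomal median. The outer 20 kb of these ends mirrored each other. Pearson's r across 100 bp windows was 0.972, 0.914 and 0.938 in replicates 1, 2 and 3. From 25 to 75 kb it was -0.0518, -0.0752 and -0.158. Both ends rose inwards over the outer 20 kb, which by itself raises r, so r does not settle whether they share sequence. The ends were therefore not taken as separate evidence over the outer 20 kb. The left end rose from 1.08, 1.07 and 1.09 times the chromosomal median at 19.5 kb to 1.92, 1.88 and 1.82 at 21.5 kb. Part of its drop from 2.12 was therefore a step near 20 kb. From 10 to 20 kb the mean of both ends was 0.798 ± 0.0736 of that median. Over the outer 10 kb it was 0.349 ± 0.0427, and over the outermost 1 kb it was 0.135 ± 0.0262. The averaged profile reached 0.5 of that median at 8.18 ± 0.870 kb, a distance that depends on this choice of baseline. SCP2, which is circular, was at 1.03 ± 0.0571 of its median over the outermost 1 kb of its reference sequence, against 0.0328 ± 0.0124 of the core median on SCP1 (SD, n = 3). That value averages unlike sides of the SCP2 reference. The left was at 0.752, 0.851 and 0.802 and the right at 1.17, 1.24 and 1.34 in replicates 1, 2 and 3. Over the outer 10 kb SCP2 was at 0.901 ± 0.0123 of its median, against 0.199 ± 0.0191 on SCP1 (SD, n = 3). A candidate explanation is a loss of DNA near the ends of linear molecules, for instance of terminal fragments during extraction. Terminal deletions in part of the molecules remain open, since a spread of 1.06 kb between cultures excludes no deletion that the spore stock already carried. Sequence bias such as GC content also remains open without the sequence of the ends. The lowest 10 kb block of SCP1 beyond its outer 25 kb was at 0.847 of the core median in the library where it was lowest, but low blocks did occur away from the ends on the chromosome, where the lowest 10 kb block past the left end and outside the last 25 kb was at 0.642, 0.510 and 0.415 of the median in replicates 1, 2 and 3.

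The highest chromosomal window belonged to a stretch from 7060301 to 7062700, of 2400 bp, with steep borders in each library. Levels of the stretch and of its flanks left out 300 bp on either side of each border. Its coverage was 4.37, 4.46 and 4.22 times the chromosomal median in replicates 1, 2 and 3, with a mean of 4.35 ± 0.120 (SD, n = 3), while the flanks were at 1.01, 0.997 and 1.09. No other of the 7575 windows past the left end, outside the last 25 kb, exceeded 1.69 times the median as a mean over libraries. Extra copies of the stretch in this strain, absent from the reference, may explain a like multiple in every library. Windows of 100 bp within this inner part of the stretch went down to 3.39, 3.77 and 2.42 times the median in replicates 1, 2 and 3. The level was thus least flat in the least even library, and the explanation by extra copies stays open. Sequence bias may also contribute. On the log2 scale the excess in replicate 3, the least even library, was 0.976 times that in replicate 1, the most even, while over 530 other bright windows chosen on replicate 2 it was 1.27 times. Those windows were first chosen on the mean of all libraries, which gave 323 windows and 1.29 times, and the choice was changed because that mean includes the libraries compared. However, 76 of 362 clearly bright windows grew no more than the stretch did, so the comparison does not decide, and copies and bias cannot be told apart here.

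The deposited chromosome means were 0.873% to 0.959% above the means from 1.06 Mb. A single start position, 1000000, matched the deposited mean in all 3 libraries, which leaves 60.6 kb of the duplicated left end in the average. Leaving out positions without reads raised the mean by at most 0.0973% and so cannot account for the excess. The deposited means gave 2.10 copies of SCP1 and 2.57 copies of SCP2, each within 1 SD of the values from 1.06 Mb.

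SCP1 was at 2.12 copies per chromosome here. That is lower than the older gel-based estimate quoted above.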
